A study of Mus musculus with 7 samples. Its data were reported in "A somatic role for the histone methyltransferase Setdb1 in endogenous retrovirus silencing" (2018).

How the data were processed

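H3K9me3, the trimethylated form of lysine 9 of histone H3, was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in mouse cells. The series holds 7 samples: 2 H3K9me3 libraries and 1 input library from wild-type forebrain at embryonic day 14.5, and 1 H3K9me3 and 1 input library each from untreated (WT) and 4OHT-treated (KO) Setdb1 cKO iMEFs. These iMEFs are immortalised embryonic fibroblasts in which 4-hydroxytamoxifen (4OHT) deletes the H3K9 methyltransferase gene Setdb1. Cells were treated for 4 days and KO cells were harvested on day 7. Only the 2 peak lists of the iMEF H3K9me3 libraries were analysed here, so 5 samples entered no comparison.

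The authors digested native chromatin with micrococcal nuclease, precipitated it with a polyclonal antibody, and mapped single-end reads to mm9 with Bowtie2. Picard served to take out duplicates. Where a read fitted several places in the genome, 1 of these was drawn by chance to hold it. Per the file headers, peaks were called with MACS 2.1.0.20140616, 1 library per list, and the options of the caller are not stated. The deposited pileup column is a fragment coverage at the summit of each peak, and its values were whole numbers in both lists. The deposited fold enrichment is the ratio of that pileup to the local background, with 1 added to both. The deposited significance columns are −log10 of a per-peak p-value and of a q-value, and the −log10 q is called the score here. These values belong to each peak and were used only to describe, rank or filter peaks within a list.

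The lowest pileup was 9 in both lists, and the highest q was 0.00496 in WT and 0.00495 in KO. The local background, in fragments, was recovered from each peak as (pileup + 1) / fold − 1. A Poisson tail probability computed from the pileup and this background differed from the deposited −log10 p by at most 7.88e-05 in WT and 7.29e-05 in KO. The lowest background, called the floor, was 1.16 in WT and 1.07 in KO. Whether the deposited start counts from 0 or 1 is not stated, so each start and width carries an uncertainty of 1 bp. Read totals per library are not part of the lists.

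A WT peak was called retained if it shared at least 1 bp with a KO peak and lost otherwise. A KO peak sharing no base with a WT peak is called KO-only. Chance overlap was taken from 1000 circular shifts of the KO peaks within the sequenced part of each chromosome. Promoters were from 2 kb upstream to 0.5 kb downstream of each of the 95495 transcript starts of GENCODE M1 on NCBIM37, which is mm9, and were compared with 1000 circular shifts of the peaks. Gene families, gene bodies, exons, distances and primer binding sites were compared with 100 shifts. Shares carry 95% Wilson intervals, which cover counting error only. Intervals of a ratio of peak numbers came from the Wilson interval of the KO share of both lists. A share of 0 allows up to 3 counts of the total. Intervals of the rank statistic (AUC) and of shared bases came from 1000 bootstrap resamples of the WT peaks. With 1 library per group there were no replicates, so no difference between WT and KO has a replicate check and no p-value was computed across peaks.

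The copy number of a peak was the median number of occurrences of its 31-mers, on both strands, in the mm9 chromosomes. GC content was taken over 500 bp. Primer binding sites were exact matches to 18 bases complementary to the 3′ ends of 6 tRNAs, which retroviruses use to start reverse transcription and which lie just inside the 5′ LTR. Their sequences were written from general knowledge and not from the files. LINE-1 sequence was marked by a peptide of 10 residues, KISLFADDMI, in the translated genome. This peptide was read from sequence around high-copy WT peaks after the data were seen.

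Peaks to be named were fixed before the data were examined: the 3 highest-scoring lost WT peaks, the 3 highest-scoring retained ones and the 3 highest-scoring KO-only peaks, with ties broken by width and then genome order. Genes overlapping these peaks, the promoters of a few interferon genes, and the families Zfp, Pcdh, Olfr and Vmn were fixed in the same way. Of the interferon genes, Irf7, Irf9 and Usp18 are reported, and 1 is not reported here. Alternatives covered the peak threshold, the merging of peaks within 1 kb, the overlap that counts as shared, autosomes alone, the ranking column, the promoter width and the random placement. Interval code was tested on 5000 simulated peaks with 200 planted overlaps, of which it recovered 200 with 0 false ones, and gave the same overlap counts as bedtools 2.31.1 on the deposited lists. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9.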

Results

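To ask which H3K9me3 marks of fibroblasts require Setdb1, H3K9me3 peaks were compared between WT and KO Setdb1 cKO iMEFs, with 1 library per group. The WT list held 23190 peaks and the KO list 3775 peaks, so that the KO list had 16.3% as many. WT peaks covered 4.83 Mb and KO peaks 0.452 Mb, 9.37% of the WT length. No peaks overlapped within a list. With both lists restricted to scores at or above the WT median of 3.04, 11655 WT and 1512 KO peaks were left. The alternative that moved the counts most, a pileup of at least 15, left 1919 WT and 744 KO peaks.

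Peaks were narrow in both lists. The median width was 135 bp in WT and 84 bp in KO, and 360 WT peaks but 4 KO peaks were wider than 1 kb. The narrowest peaks, 69 bp in WT and 64 bp in KO, were shorter than the iMEF reads the study describes. Widths depend on the unstated options of the caller and are not taken as lengths of marked chromatin. The median pileup was 10 fragments in both lists, and 43.1% of WT peaks and 46.0% of KO peaks had the lowest pileup called, 9 fragments. The median fold enrichment was 4.63 in WT and 4.84 in KO. In each list this equals the fold of a peak with a pileup of 9 at the background floor. These medians therefore reflect the calling limit and the floor, and they do not compare enrichment between WT and KO.

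Of the WT peaks, 561 overlapped a KO peak, or 2.42% (Wilson 95% interval 2.23 to 2.62). Of the KO peaks, 608 overlapped a WT peak, or 16.1% (14.97 to 17.3), and 3167 were KO-only. Circular shifts of the KO peaks gave a mean overlap of 0.0635% of WT peaks and 0.401% of KO peaks. None of the 1000 shifts reached the observed shares, with 1000-shift maxima of 0.142% and 1.14%. The lists shared 101 kb, which was 2.09% of the WT-covered bases (bootstrap 95% interval 1.86 to 2.36) and 22.3% of the KO-covered bases. Requiring a pileup of at least 15 in both lists moved the overlap most in percentage points, to 16.3% of WT peaks and 46.9% of KO peaks. Peaks at the background floor alone moved it the other way, to 0.413% and 2.46%.

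KO peaks lay closer to WT peaks than shifted peaks did. Within 1 kb of a WT peak were 29.8% of KO peaks, against a mean of 2.07% for 100 shifts. Within 10 kb these values were 53.2% and 13.1%, and within 50 kb they were 79.6% and 43.4%. At the positions called in both lists, 561 pairs, the median fold enrichment was 4.28 in WT and 4.24 in KO, and the fold was lower in KO in 55.4% of pairs. The median KO peak was 0.690 times as wide as the WT peak it overlapped.

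Whether stronger WT peaks were retained more often depended on the column used as strength. A retained WT peak outscored a lost one with a probability (AUC) of 0.733 (bootstrap 95% interval 0.705 to 0.758) by −log10 q. By fold enrichment the direction was reversed, with an AUC of 0.319 (0.289 to 0.348), while by pileup it was 0.856 (0.835 to 0.878). From the lowest to the highest quintile of the WT score, 4638 peaks each, retention was 1.23%, 0.798%, 1.62%, 1.96% and 6.49%, the last with an interval of 5.82 to 7.24. From the lowest to the highest quintile of fold enrichment it was 6.47%, 1.32%, 0.668%, 1.23% and 2.41%. Many peaks share a fold of 4.63, and such ties were split by genome order.

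**Figure D1:**
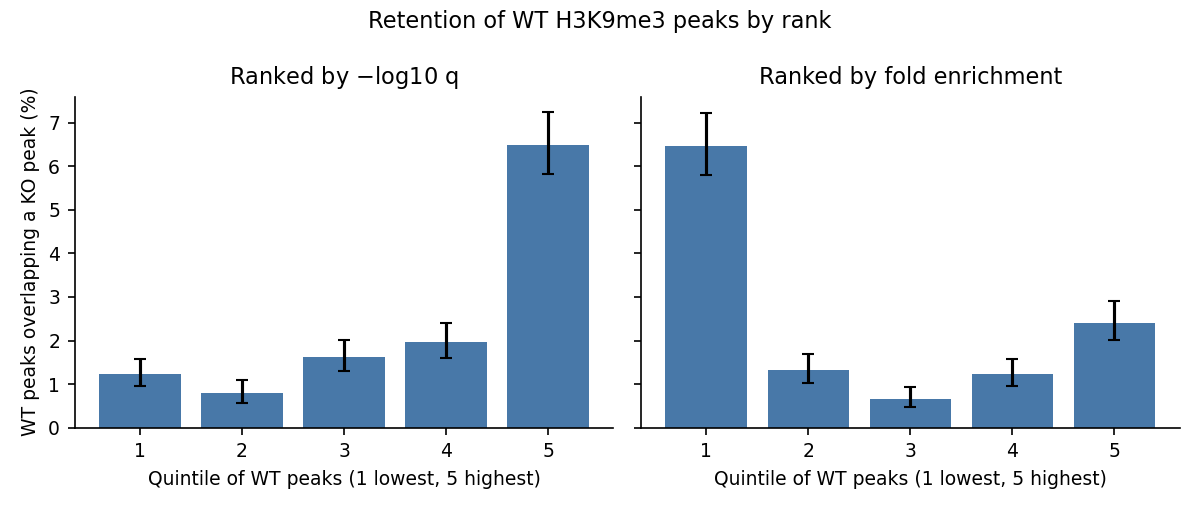
Share of WT H3K9me3 peaks overlapping a KO peak (%, bars, with Wilson 95% intervals) per quintile of WT peaks, ranked by −log10 q on the left and by fold enrichment on the right. The highest value, 6.49%, is in the top quintile by −log10 q, whereas by fold enrichment the highest value, 6.47%, is in the lowest quintile.

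Retention followed the local background of the WT peak. It was 0.569% (0.444 to 0.728) for the 10905 WT peaks at the floor and 1.16% (0.958 to 1.40) for 8967 peaks above the floor up to 1.5 fragments. It then rose to 3.19% (2.56 to 3.98) from 1.5 to 3, to 21.7% (18.7 to 24.98) from 3 to 10, and to 64.1% (58.3 to 69.6) above 10 fragments. The 937 WT peaks with a background over 3 made up 4.04% of the list and 56.9% of the retained peaks. Of the 510 WT peaks with a fold enrichment of at least 7, 5.49% (3.83 to 7.82) were retained.

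**Figure D2:**
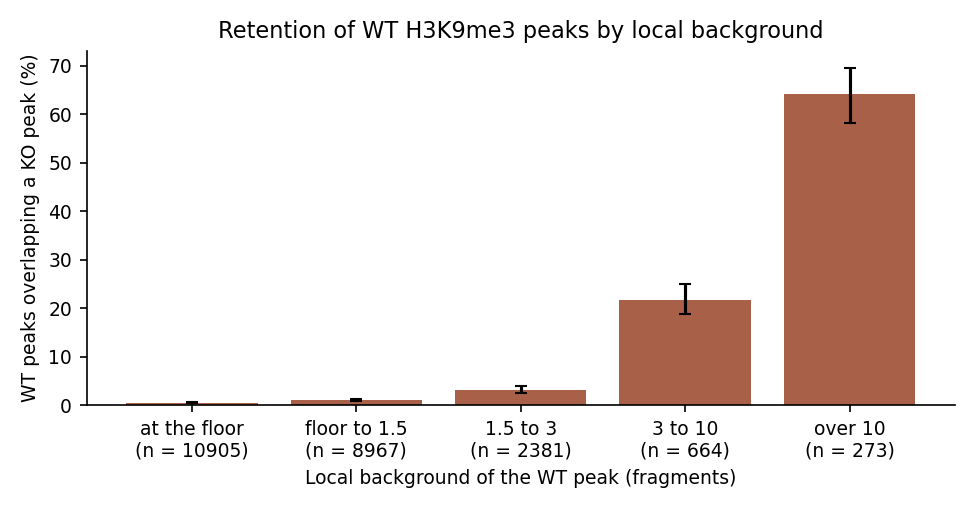
Share of WT peaks overlapping a KO peak (%, bars, with Wilson 95% intervals) by the local background of the WT peak in fragments, with the number of WT peaks (n) under each bar. Retention goes from 0.569% at the floor to 64.1% above 10 fragments.

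Retention differed between chromosomes. It was highest on chromosome 8, where 109 of 1709 WT peaks were retained, or 6.38% (5.31 to 7.64). It was lowest on chromosome 14, at 0.686% (0.332 to 1.41). Chromosomes Y and M, with 27 WT peaks in all, were pooled, and 1 of these peaks was retained. Counted in bases, 5.15% of the WT-covered length of chromosome 8 and 0.520% of that of chromosome 14 was shared, and chromosome 9 had the highest value, 6.19%. Chromosome 8 also carried the most KO peaks, 618 or 16.4% of the list, at 4.80 per Mb, against 0.347 per Mb on chromosome 12, the lowest of the chromosomes not pooled. Among chromosomes with at least 50 WT peaks, WT density ranged from 6.31 per Mb on chromosome 16 to 14.2 per Mb on chromosome 17.

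**Figure D3:**
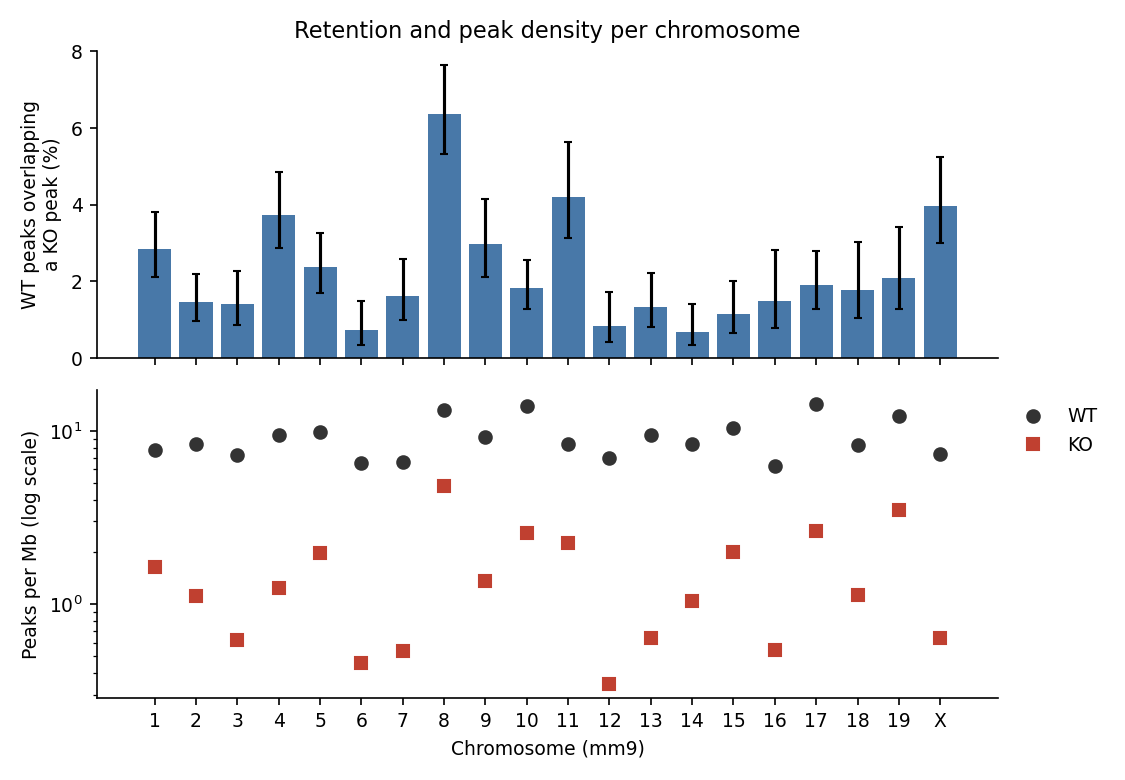
Upper panel, share of WT peaks overlapping a KO peak (%, bars, with Wilson 95% intervals) per chromosome with at least 50 WT peaks. Lower panel, peaks per Mb of sequenced chromosome on a log scale for WT (circles) and KO (squares), where chromosome 8 has the highest KO density, 4.80 per Mb.

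Annotated promoters were asked about because the study counted H3K9me3 at promoters. They overlapped 3.85% (3.61 to 4.11) of WT peaks, below the 4.78% to 6.18% range of the shifts. For KO peaks the share was 6.28% (5.55 to 7.10), within the range of the shifts, 4.05% to 7.44%. With promoters reaching 5 kb upstream the WT share was 8.11%, again below the range of shifts, 9.38% to 11.6%. Gene bodies overlapped 24.1% of WT peaks and 29.6% of KO peaks, and shifted peaks gave means of 41.4% and 42.1%. Exons overlapped 2.57% of WT peaks and 3.44% of KO peaks, against 5.12% and 4.66%.

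The promoters of Irf7, Irf9 and Usp18, interferon genes named by the study, overlapped 0 WT and 0 KO peaks. These genes lie at chromosome 7, 148448605 to 148452380 (Irf7, ENSMUSG00000025498.7), chromosome 14, 56222408 to 56228867 (Irf9, ENSMUSG00000002325.8), and chromosome 6, 121195924 to 121220934 (Usp18, ENSMUSG00000030107.9). The body of Usp18 overlapped 1 WT peak. The Setdb1 gene itself, at chromosome 3, 95127447 to 95161124, overlapped 0 peaks in either list, and the lists hold no measure of its deletion.

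Zinc-finger genes named Zfp, of which 376 are annotated, overlapped WT peaks in 78 cases, or 20.7% (16.95 to 25.1), above the highest of 100 shifts, 64 genes. KO peaks overlapped 3 Zfp genes, or 0.798% (0.272 to 2.32), below the lowest of the shifts of the KO list, 4 genes. Of the 244 WT peaks in Zfp genes, 2 were retained. Protocadherin (Pcdh) genes overlapped WT peaks in 10 of 38 cases and KO peaks in 3, both within the range of the shifts. Olfactory receptor (Olfr) genes, 1251 in all, overlapped WT peaks in 5 cases, below the lowest shift of 7, and KO peaks in 4, within the range. Vomeronasal receptor (Vmn) genes, 437 in all, overlapped WT peaks in 25 cases, within the range, and KO peaks in 16, above the highest shift of 11.

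**Figure D4:**
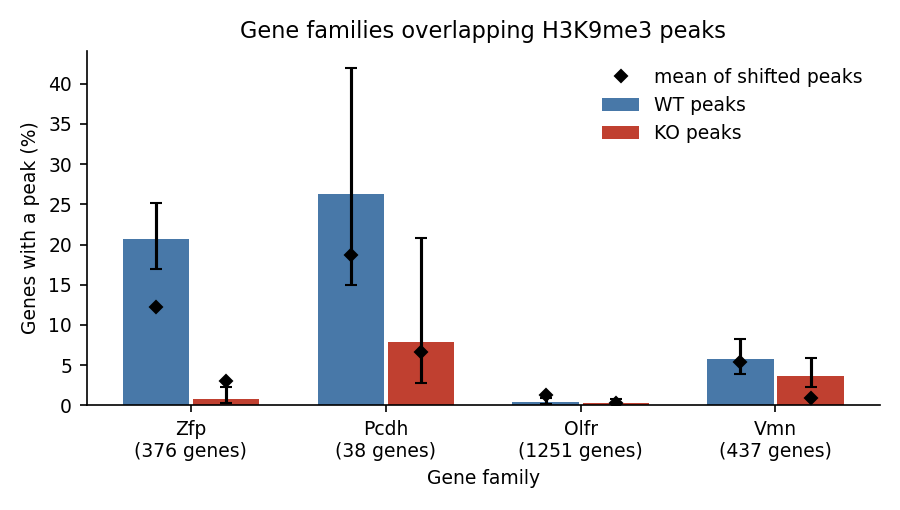
Share of annotated genes of each family that overlapped a WT or KO peak (%, bars, with Wilson 95% intervals), with the mean of 100 circular shifts of the same list (diamonds). Zfp genes have WT peaks in 20.7% and KO peaks in 0.798% of cases.

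The highest-scoring lost WT peak was at chromosome 15, 38238254 to 38238349, with a pileup of 35, a fold of 15.4 and a score of 30.9, in sequence with a median copy number of 26073. The next were at chromosome X, 139917575 to 139917650, with a pileup of 117, a fold of 3.62 and a score of 25.2, and at chromosome 9, 123782233 to 123782318, with a pileup of 98, a fold of 4.12 and a score of 24.8. Their local background was 1.33, 31.6 and 23.01 fragments, and none overlapped an annotated gene. The highest-scoring retained peaks were at chromosome 10, 7232177 to 7232312 (score 45.8) and 7229400 to 7230556 (score 36.4), outside annotated genes, and at chromosome X, 166438237 to 166438483 (score 36.1), in an intron of Mid1. Their local background was 13.8, 22.4 and 15.5 fragments. The highest-scoring KO-only peaks were at chromosome X, 116915983 to 116916059 (pileup 44, score 21.6), chromosome 3, 120624511 to 120624575 (pileup 24, score 17.3), and chromosome 16, 3236195 to 3236264 (pileup 82, score 17.1). They were 64 to 76 bp wide, had a local background of 4.89, 1.36 and 22.4 fragments, and overlapped no annotated gene.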

Values the study reported

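The study reported that 1% of the promoters of genes upregulated in Setdb1 KO iMEFs, 2 of 244, carried H3K9me3 in WT iMEFs. Among 71 VL30 elements of U3 class I, the study counted 22 with a typical proline tRNA primer-binding site.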

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

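Alternatives with a pileup of at least 15, with single-copy peaks, with peaks at the background floor, and with ranking by fold or pileup were chosen after seeing the data. In every alternative that recomputed counts and lengths the WT list held more peaks and more covered length than the KO list. In every alternative that recomputed both overlap shares WT peaks overlapped KO peaks less often than the reverse. This order follows largely from the longer WT list. With the WT list cut to the length of the KO list the shares were close, 7.71% and 8.79%.

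Stricter thresholds shortened both lists by construction. At or above the WT median score there were 11655 WT and 1512 KO peaks, covering 3.01 and 0.208 Mb. Retention was then 2.71%, the KO share 22.8% and the AUC 0.781. At a pileup of at least 15 there were 1919 and 744 peaks covering 0.799 and 0.137 Mb, with retention of 16.3%, a KO share of 46.9%, 9.06% of bases shared and an AUC of 0.498. Single-copy peaks numbered 6573 and 2145, covering 1.47 and 0.231 Mb, with a KO share of 7.60%, 1.85% of bases shared and an AUC of 0.783. Peaks at the floor numbered 10905 and 1873, covering 1.94 and 0.181 Mb, with retention of 0.413%, a KO share of 2.46%, 0.235% of bases shared and an AUC of 0.615. With the WT list shortened to the 3775 best-scoring peaks, retention was 7.71%, the KO share 8.79% and the share of bases 4.35%.

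Merging peaks within 1 kb gave a KO share of 13.5% and 3.01% of bases shared, while the other values stayed within their limits. An overlap of 50% of the peak gave retention of 1.40%, a KO share of 14.4% and an AUC of 0.758. A reciprocal overlap of 50% gave 1.20%, 7.39% and 0.771, and peaks within 1 kb gave 5.86%, 29.8% and 0.653. On autosomes alone every count, length, share and AUC recomputed stayed within its limits. Uniform placement gave a chance overlap of 0.0639%, within the spread of the circular shifts.

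The AUC was 0.695 by width and 0.856 by pileup, and it reversed to 0.319 by fold enrichment. Retention in the top quintile was 5.48% by width, 2.41% by fold enrichment and 9.25% by pileup. Base-level retention of chromosome 8 was 5.15%, and chromosome 9 then ranked first. The wider promoter gave 8.11% of WT peaks, by its construction. Apart from the shorter lists and the wider promoter, the cause of these shifts was not tested here. No paired analysis was possible because each group compared had 1 library. The low pileups limit every overlap: a median of 10 fragments leaves little room above the lowest number called, so a lost peak cannot be equated with a loss of the mark.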

Other observations

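The tests of local background below a fold of 5, of high-copy peaks at a high pileup or at the floor, and of dense windows and GC content were written down before their results were seen. The other tests were chosen only after the result was seen. None has a replicate, so each describes these 2 libraries.

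The KO list was much shorter than the WT list. A lower sequencing depth in KO is argued against by the background, since the KO floor was 0.921 times the WT floor. Scaling WT pileups by this factor left 13193 WT peaks at or above the lowest pileup called, against 3775 in KO. Divided by the lowest peak width of each list, the floors had a ratio of 0.993. The scaling is coarse: pileups are whole numbers, so any small reduction drops the same 9997 WT peaks at the lowest pileup. A weaker immunoprecipitation in KO cannot be told apart from a loss of the mark. The median KO to WT fold at shared positions was 0.971, but these positions were chosen for being called in KO. Loss of H3K9me3 after Setdb1 deletion, the difference the design names, stays open as a biological explanation of the shorter list. From its ChIP-seq reads, the study reported reduced H3K9me3 on most of the endogenous retroviruses it examined in KO iMEFs.

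Retained peaks lay at raised local background, and a greater power to call a peak where more fragments fall is a candidate explanation. Among WT peaks with a fold under 5, retention rose with each class of background, from 0.389% at the floor to 63.3% above 10 fragments. Sequence with many copies in the assembly is argued against, since 25.5% of retained peaks had over 10 assembly copies, compared with 57.0% of lost peaks. Sequence with a few copies stays open, because over 1 to 10 copies made up 44.4% of retained and 14.7% of lost peaks. Of the WT peaks with a background over 10, 82.1% had at most 10 copies in the assembly, so more copies in the cells than in the assembly remain an open, untested explanation of the raised background itself. Windows dense in KO peaks differed in how far their background was raised. On chromosome 8, 19000001 to 20000000, a window with defensin genes such as Defb3 held 116 WT and 90 KO peaks, at a median background of 7.98 and 9.08 fragments. On the same chromosome, 71000001 to 72000000, 82 WT and 38 KO peaks lay at a median background of 1.52 and 2.38. On chromosome 9, 3000001 to 4000000, 48 WT and 47 KO peaks lay at a median background of 81.2 and 71.3. These windows were chosen after their values were seen. In a window of chromosome 10, 81000001 to 82000000, with 3 Zfp genes, 192 WT peaks stood against 9 KO peaks at a median background of 1.31 and 1.18 fragments.

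WT peaks were richer in repeated sequence than KO peaks, and both were richer than random positions. Sequence with over 1000 copies made up 35.4% (34.8 to 36.01) of WT peaks, 7.44% (6.65 to 8.32) of KO peaks and 4.17% and 4.71% of random positions matched to WT and to KO. Single-copy sequence made up 28.3% of WT peaks, 56.8% of KO peaks and 84.5% and 85.1% of these random positions. At over 100 to 1000 copies KO peaks were not richer, with 2.07% against 2.46% of random positions matched to KO. The LINE-1 peptide lay within 4 kb of 73.9% of the high-copy WT peaks and of 57.7% of high-copy random positions. Over all peaks the values were 36.3% in WT, 15.2% in KO and 6.02% and 5.40% at random positions. Because the peptide was read from sequence near such WT peaks, this describes them and does not test their origin.

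Retention was 0.524% (0.389 to 0.705) for WT peaks with over 1000 copies and 2.57% (2.22 to 2.98) for single-copy WT peaks. It did not simply fall with copy number, since it was highest, 6.95%, at over 1 to 10 copies, and 2.91% at over 10 to 100. Random placement of multi-hit reads could by itself lower this retention, since a peak need not recur at the same copy. It was not tested against retention and stays open there. Moving peaks to other copies would not lower their number, however. The KO list held 3.42% as many high-copy peaks as the WT list, against 32.6% for single-copy peaks. A greater nearness of high-copy peaks to the calling limit is argued against as the whole cause. At a pileup of at least 15 their retention was 1.68% (0.817 to 3.43), compared with 24.9% (20.9 to 29.3) for single-copy peaks. The background was not matched in this test, and random placement of reads could lower the first value. A lower local background is a candidate explanation of the difference in retention: at the floor the values were 0.424% (0.271 to 0.661) and 0.778% (0.519 to 1.16), with overlapping intervals. It does not account for the numbers of peaks, because at the floor the KO list still held 4.01% as many high-copy peaks as WT and 44.7% as many single-copy peaks. A stronger loss of H3K9me3 from repeats in KO is left as a hypothesis that weaker immunoprecipitation, untested, could also give. In these cells the study reported only a slight reduction in LINE families, from read density and not from peaks. The fall in the number of high-copy peaks therefore does not measure the size of a loss of the mark.

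Primer binding sites mark the 5′ ends of retroviral copies. Within 1 kb of the 1619 matches to 6 tRNAs, 182 sites had a WT peak, or 11.2% (9.79 to 12.9), against a mean of 26.2 sites and a highest value of 40 for shifted WT peaks. KO peaks were near 7 sites, within the range of shifted KO peaks, whose mean was 4.66 and highest value 12. The share of sites with a WT peak differed by tRNA: 26.0% (19.6 to 33.7) of 146 proline sites, 26.6% (17.3 to 38.5) of 64 Lys1,2 sites and 11.5% (9.68 to 13.5) of 1065 phenylalanine sites. For the 193 glycine sites it was 1.04%. For the 91 glutamine sites it was 0, which allows up to 3.30%. Proline sites had 0 KO peaks, which allows up to 2.05%. Of the 60 Lys3 sites, 3 had a WT peak, or 5.00% (1.71 to 13.7), and 2 had a KO peak, or 3.33% (0.919 to 11.4), as many as the highest of the KO shifts. Of the 222 WT peaks near sites, 4 were retained, or 1.80% (0.703 to 4.54). Since only 2.43% of all other WT peaks were retained, these are too few to show a greater loss, so an equal loss of WT peaks near sites and elsewhere cannot be told apart from a greater one. The numbers of peaks fell further here than elsewhere: the KO list held 8 peaks near sites, 3.60% (1.80 to 7.20) of the WT number, against 16.4% for all other peaks. An even fall over all peaks is thus argued against. Copy number was not matched, however, and repeated sequence fell as far in general. The KO list held 11.4% of the WT number at over 10 to 100 copies, 4.33% at over 100 to 1000 and 3.42% at over 1000. A fall near sites beyond that of other repeated sequence is therefore not shown. KO-only peaks enter the numbers and not the retention, so where they lie also shapes the ratio. The peak lists alone leave open whether the mark itself was lost there in KO or immunoprecipitation was weaker. By ChIP and quantitative PCR, the study reported decreased H3K9me3 at MMVL30-int, IAPEz and RLTR4-int in KO iMEFs, and a slight reduction at major satellites. From ChIP-seq reads it also reported a reduction of varying size at most 5′ LTRs of VL30 class I elements.

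Zfp genes gave a similar result, with 78 genes overlapping WT peaks and 3 overlapping KO peaks. Of the 244 WT peaks in these genes, 0.820% (0.225 to 2.94) were retained, against 2.44% of all other WT peaks, which again cannot be told apart with so few retained peaks. By number the KO list held 7 peaks in these genes, 2.87% (1.38 to 5.98) of the WT number, against 16.4% for all other peaks. This argues against an even fall over all peaks, but copy number was not matched here either. The 3 genes also lay below the range of shifted KO peaks, with a mean of 11.2 and a lowest value of 4, although KO peaks lay less often in gene bodies of any kind than shifted peaks did. Loss of the mark and weaker immunoprecipitation stay open.

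KO-only peaks were densest on chromosome 8, at 3.92 per Mb, followed by chromosome 19 at 3.22 per Mb. Whether a few dense clusters give chromosome 8 its lead cannot be told apart from counting error. Outside 1 Mb windows with at least 10 KO peaks, chromosome 8 had 2.68 per Mb (Poisson 95% interval 2.39 to 2.995) and chromosome 19 had 2.62 (2.21 to 3.10), while chromosome 12 had 0.288 (0.199 to 0.402). GC content is argued against as the whole cause, since chromosome 8 had 42.4% GC and the 12 chromosomes with at most 0.990 KO-only peaks per Mb spanned 39.2% to 43.0%. A part played by GC stays open, because KO-only peaks per Mb rose with it over chromosomes (r 0.445, rho 0.411, and r 0.394 without chromosomes X and 11). Extra copies of some chromosomes in this cell line cannot be told apart from other causes. Over 20 chromosomes, which are not independent replicates, KO-only peaks per Mb rose with the share of single-copy WT peaks whose background lay above the floor (Pearson r 0.822, Spearman rho 0.755, and r 0.765 without chromosomes 19 and 8). With the same share taken from the KO list the relation was weaker (r 0.258, rho 0.316), and r was 0.663 without chromosomes X and 4. The copy number of chromosomes was not analysed here.

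WT peaks covered 96.5% of the mitochondrial chromosome, in 4 peaks with folds of 4.24, 4.11, 2.86 and 4.12, although mitochondrial DNA carries no histones. KO had 2 narrow mitochondrial peaks, with folds of 2.25 and 2.54. Nuclear copies of mitochondrial DNA are argued against for the 2 wide WT peaks, since 23.6% and 32.6% of their 31-mers occur in nuclear chromosomes. For the 2 narrower WT peaks they cannot be told apart from mitochondrial reads, since 100% of the 31-mers occur in nuclear chromosomes. A different share of mitochondrial DNA in the ChIP and input libraries cannot be told apart from other causes without read totals. No biological explanation was tested.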
